A study of Mus musculus with 22 samples.

How the data were processed

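RNA was measured in 22 libraries of NIH/3T3 cells with an E2F1 construct or an empty vector. The groups (line, stimulus and time) and the replicate numbers were taken from the labels. Cells were starved for 48 h in 0.25% serum and then given 500 ng/ml doxycycline or 10% serum, per the labels' protocols. Libraries of polyadenylated RNA were sequenced as 150 bp paired-end reads, per the labels' protocols. The aligner, the counting tool, its use of strand, the annotation release and the scaling method are not stated.

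The main table holds, per the file headers, a value for each gene and library, and its name calls these normalized counts; here they were treated as a score, not as raw counts, since the authors had scaled and rounded them. Further tables hold the log2 fold change of each time point against 0 h as the authors deposited it. The same tables give an adjusted p-value for each gene, as the authors deposited it. They list only genes with an absolute log2 change of about 2 or more and an adjusted p-value of at most 0.05 by their values. They served only for the comparison of calls. Serum tables name a serum 0 h group, which was taken as the EV 0 h libraries.

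The table had 11208 genes, each with a value of at least 10 in 2 or more libraries, so the planned filter removed none. Whole-number values that follow whole reads times a library factor were sought over values up to 600, and a read value was accepted when its log likelihood led the next by at least 20. The search bounds of 0.6 and 2 and this limit were set after a first look with a wider, coarser search, which had given another value for E2F1 12 h replicate 1. A read value was found in 16 libraries and was above 1 in 9 of them, so whole reads could not be recovered for all libraries. In a test on simulated factors 7 of 8 were called, and all 7 were within 0.001 of the true value.

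Values were analysed as log2(value + 1) with limma 3.58.1 in R 4.3.3. A linear model with a mean for each of the 11 groups was fitted to all 22 libraries, with 11 residual degrees of freedom and empirical Bayes moderation with a mean-variance trend. P-values were adjusted by the Benjamini-Hochberg method over the genes of each comparison, with a threshold of 0.05. The comparisons were each time point against 0 h of the same line, the difference between the doxycycline changes of the lines, the difference between E2F1 and serum changes, and the lines at 0 h. The alternatives set before the data were examined were a pseudocount of 8, no filter, quantile normalization, the replicate number as a block, only the groups compared, at least a 2-fold change, and leaving out each replicate. Scaling to equal totals, a mean of at least 500, removal of cubic GC content and length trends and the replicate number as a block within each line were chosen after seeing the data. Leaving out a library leaves a single one in its group, so only effect sizes and no tests are given for those fits. The same code was tested on simulated data for 11208 genes, 200 of them changed. It called 187 of the changed genes in the right direction and 9 unchanged genes. Genes were simulated as independent and with the same spread in every group, so this tested the code and not the error rate in these data.

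Gene lists from general knowledge were tested with camera at an inter-gene correlation of 0.01, with fry and with camera at an estimated correlation, using statmod 1.5.0. These were E2F targets, G2/M genes, immediate early and early serum response genes, sterol synthesis, ATF4 response, starvation-associated genes, E2F1-linked apoptosis genes and interferon-stimulated genes. Members absent from the table were dropped. Adjustment was over the 96 tests.

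Genes were named by a rule set before the data were examined. In each comparison with 0 h and in the 12 h difference between the lines, it took up to 3 rises and 3 falls of largest log2 change. They had to pass the threshold, have a mean of at least 50 in the higher group and have both libraries on the same side of both others. Some genes that met this rule are not reported. To these came a fixed set: E2f1, Ccne1, Ccne2, Cdc6, Mcm3, Pcna, Rrm2, Ccna2, Ccnb1, Cdk1, Ccnd1, Myc, Fos and Egr1. Adgrg1 and Ddx3y fell under the rule for the EV line, and their values in other comparisons were chosen after they were seen, as were those of Tmem176b, Smoc2 and Rn7sk in the closing observations. The genome build of the authors is not stated. Positions are from GRCm38 with GENCODE M21, in which 10977 of 11208 gene identifiers occurred with the same version. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 served for tables and figures.

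Totals ran from 34014608 to 46057140 normalized counts per library. The median absolute log2 difference between replicates was at least 2.72 times what counting noise gives, so variation between replicates and not depth set the precision of most genes. Groups held 2 libraries each, and no batch or date is given in the labels.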

Results

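Polyadenylated RNA was sequenced from mouse NIH/3T3 fibroblasts that carried a stably integrated doxycycline-inducible construct, either for the transcription factor E2F1 (the E2F1 line) or without an insert (empty vector, the EV line). Both lines were held in low serum to bring them to a resting state. They then received doxycycline, or, in the EV line, fresh serum. The 22 libraries formed 11 groups with 2 replicates each: the E2F1 line at 0, 2, 6 and 12 h of doxycycline, the EV line at the same times, and the EV line at 2, 6 and 12 h of serum. Serum and doxycycline comparisons in the EV line shared the EV 0 h libraries. The deposited values were normalized counts rounded to whole numbers for 11208 genes. Their totals per library ran from 34014608 to 46057140 and their medians from 1242.5 to 1434.5. The pattern of whole numbers gave an estimate of the original depth in 16 libraries, from 30500000 to 50300000 reads on these genes. For the other 6 the depth is unknown. The lowest mean of any gene over all libraries was 99.6, so genes of low abundance were outside the table. Fold changes below are on the log2(value + 1) scale, which understates the change of low genes, and adjusted p-values are from limma. Values after ± are SD over the 2 libraries of a group.

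The first comparison checked the induced gene itself. E2f1 (ENSMUSG00000027490.17, chromosome 2, 154559407 to 154569892) stood at 1670 ± 46.7 normalized counts (SD, n = 2) in the E2F1 line at 0 h and at 1645 ± 14.1 (SD, n = 2) in the EV line. After 2 h of doxycycline the E2F1 line had 1645 ± 156 (SD, n = 2), a log2 change of -0.02 (SE 0.11, adjusted p 0.946), with its libraries at 1535 and 1755. It reached 3704 ± 144 (SD, n = 2) at 6 h, a log2 change of 1.15 (SE 0.11, adjusted p 9.61e-08), and both libraries lay above both 0 h libraries. Over the alternative settings that adjusted p ran from 8.65e-08 to 2.07e-06. At 12 h the level was 2764 ± 115 (SD, n = 2), a log2 change of 0.73 (adjusted p 1.65e-05). In the EV line under doxycycline the log2 changes were -0.28, -0.17 and -0.15 at 2, 6 and 12 h, with adjusted p of 0.134, 0.908 and 0.536. Serum lowered E2f1 by a log2 change of -1.09 at 2 h (adjusted p 5.76e-08) and -0.63 at 6 h (adjusted p 6.38e-05). At 12 h of serum it was higher by 1.43 (adjusted p 4.12e-09), at 4431 ± 260 (SD, n = 2). The table counts the mouse gene, and a construct with another sequence need not be counted under it.

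**Figure D1:**
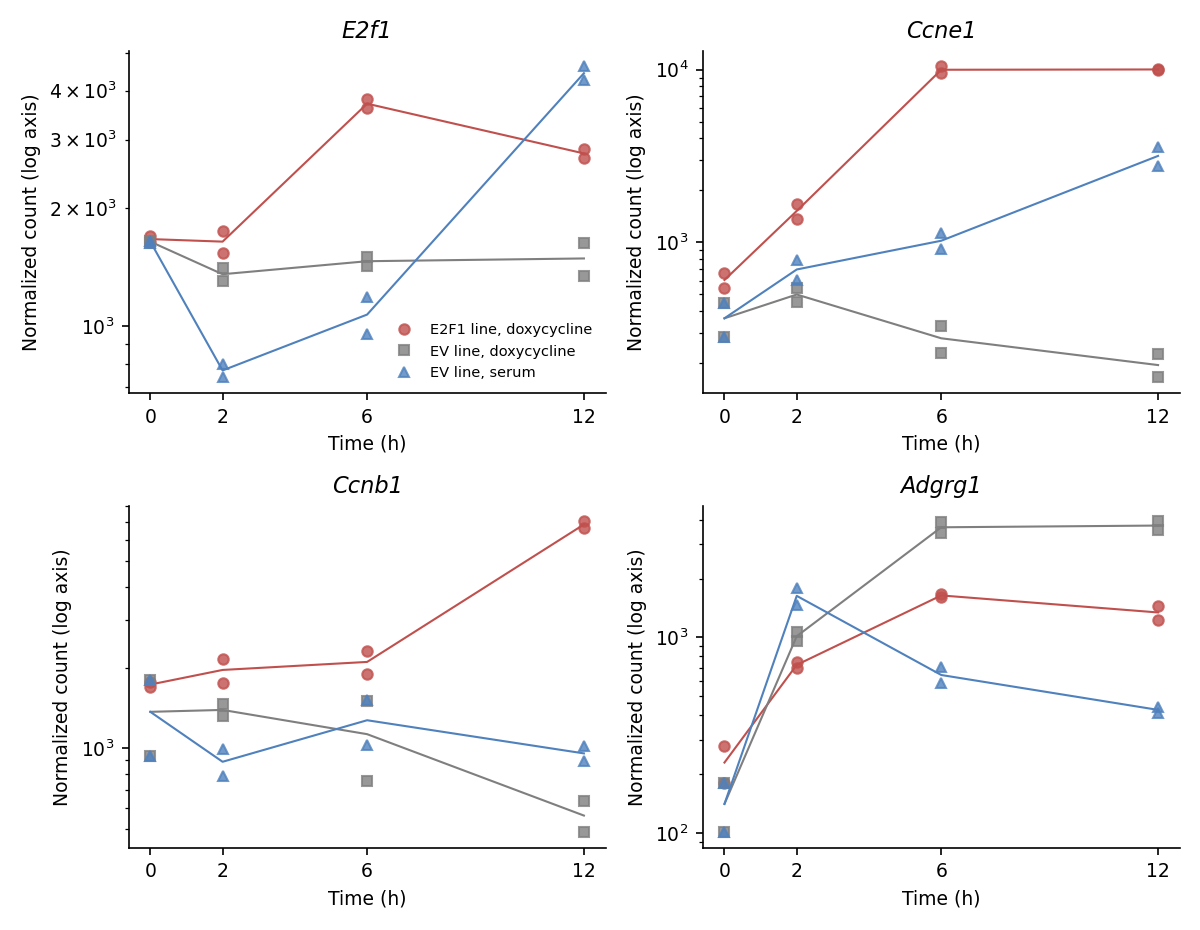
Normalized counts (log axis) of E2f1, Ccne1, Ccnb1 and Adgrg1 against time in hours for each library, with lines through the group means of the E2F1 line under doxycycline, the EV line under doxycycline and the EV line under serum. Ccne1 reached 9991 normalized counts at 6 h in the E2F1 line against 278 in the EV line under doxycycline, and Adgrg1 reached 3658 at 6 h in the EV line.

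How E2F1 induction changed resting cells over time was the next question. Against the E2F1 0 h libraries, limma called 208 of 11208 genes at 2 h, 97 higher and 111 lower. It called 5799 at 6 h (3230 higher and 2569 lower) and 6898 at 12 h (3569 higher and 3329 lower). The 2 h count ran from 42 with at least a 2-fold change to 599 when only the groups compared were fitted. Of the calls with at least a 2-fold change, 14 were higher and 28 lower at 2 h, 968 higher and 147 lower at 6 h, and 1193 higher and 609 lower at 12 h. More genes rose than fell among all 6 h calls with the deposited scaling. That balance turned to 2657 higher and 3820 lower under quantile normalization, which shifted the median of all genes by -0.105. The 12 h balance turned too, to 3131 higher and 4122 lower under quantile normalization and 3280 and 3775 under equal totals. With GC content and length trends removed it was 3253 and 4039. Of the 6 h calls, 4522 were called in the same direction at 12 h and 66 in the opposite direction. These comparisons share the E2F1 0 h libraries. The changes correlated across genes with a Pearson r of 0.82, against a mean of 0.5 in 20 simulations of unchanged groups, and genes are not independent replicates.

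**Figure D2:**
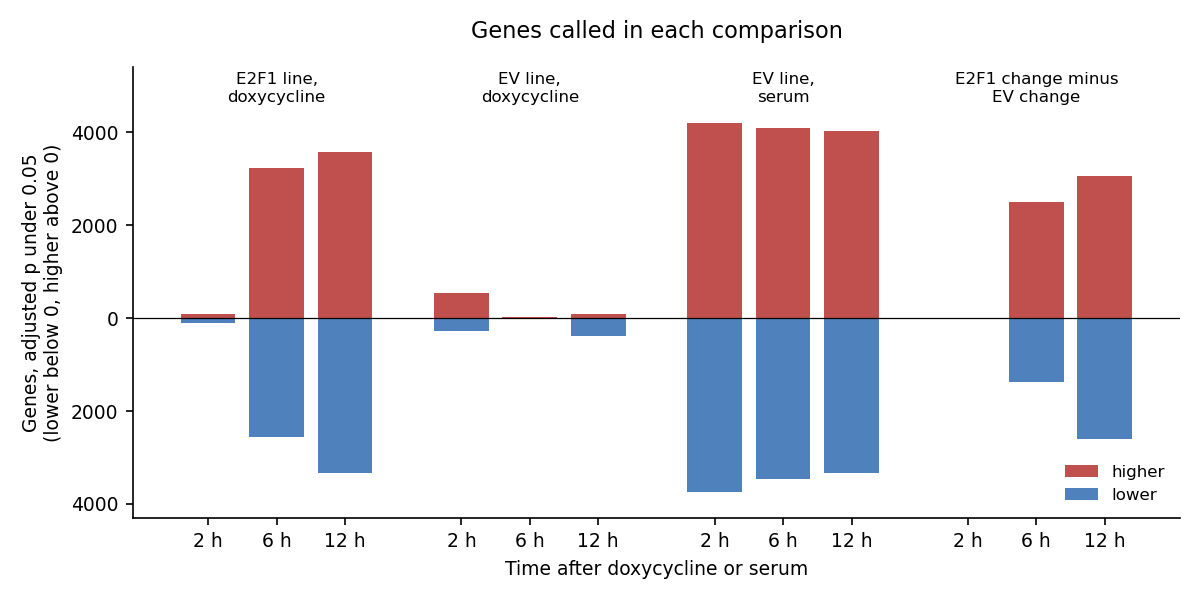
Number of genes with a limma adjusted p under 0.05 that were higher (above 0) or lower (below 0) in each comparison, by time in hours, for the E2F1 line under doxycycline, the EV line under doxycycline, the EV line under serum, and the difference between the doxycycline changes of the lines. The E2F1 line had 208, 5799 and 6898 calls, and the EV line under doxycycline had 824, 15 and 467.

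Among the genes fixed for naming before the data were examined, Ccne1 (ENSMUSG00000002068.16, chromosome 7, 38097984 to 38107534) and Ccne2 (ENSMUSG00000028212.16, chromosome 4, 11191351 to 11204779, overlapping Ints8) rose at 2 h in the E2F1 line. Ccne1 went from 605 ± 86.3 to 1520 ± 217 normalized counts (SD, n = 2), a log2 change of 1.33 (SE 0.22, adjusted p 0.00368). Ccne2 changed by 1.42 (SE 0.25, adjusted p 0.0063). In each case both 2 h libraries lay above both 0 h libraries. By 6 h the log2 changes were 4.05 for Ccne1 (adjusted p 7.81e-11) and 4.31 for Ccne2 (adjusted p 1.94e-10). Rrm2, Cdc6 and Mcm3 had log2 changes of 2.96, 2.01 and 1.65 at 6 h, each with both libraries higher and adjusted p of at most 3.78e-07. At 2 h they were at 0.51, 0.42 and 0.2, with adjusted p of 0.345, 0.383 and 0.648. Pcna changed by 2.05 at 6 h (adjusted p 8.06e-09). It has named pseudogenes, as Ccnb1 has, and its counts are uncertain to that extent. Cyclin genes of later phases rose later. Ccna2 (overlapping Exosc9) had log2 changes of 1.04 at 6 h (adjusted p 0.014) and 2.67 at 12 h (adjusted p 1.7e-06). Cdk1 had 0.76 (adjusted p 0.0233) and 2.48 (adjusted p 2.89e-07), with 6 h adjusted p from 0.000433 to 0.0765 over the alternatives. Ccnb1 had 0.27 (adjusted p 0.431) and 1.99 (adjusted p 8.5e-06). Ccnd1 (overlapping LTO1) changed by -0.74 at 12 h (adjusted p 0.0121), after -0.34 and -0.53 at the earlier times with adjusted p of 0.564 and 0.069. Myc changed by -0.67 at 2 h (adjusted p 0.0275), 0.03 at 6 h (adjusted p 0.901) and -0.97 at 12 h (adjusted p 2.43e-05). Its 6 h value changed sign under quantile normalization, to -0.17. Egr1 changed by -1.3, 0.76 and -0.55 (adjusted p 0.00593, 0.00995 and 0.043), the last with up to 0.0523 over the alternatives. Fos rose at 6 h only among the 3 times, by 1.54 (adjusted p 0.00772). The falls of Ccnd1 and Egr1 were not confined to the E2F1 line. In the EV line under doxycycline Ccnd1 changed by -0.86 at 12 h (adjusted p 0.0502). The lines differed there by 0.12 (adjusted p 0.797). Egr1 changed in the EV line by -0.78, -0.9 and -1.21 at 2, 6 and 12 h (adjusted p 0.0434, 0.34 and 0.00555). Myc changed in the EV line by -0.3 at 2 h (adjusted p 0.244). For Myc the difference between the lines was -0.37 at 2 h (adjusted p 0.767) and -0.62 at 12 h (adjusted p 0.0225), so its 2 h fall was not shown to be specific to the E2F1 line.

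Rises and falls were ranked only among genes past the threshold that met the naming rule. Among these, the largest rise at 2 h in the E2F1 line was that of Hr (ENSMUSG00000022096.14, chromosome 14, 70552212 to 70573548), from 29 ± 8.49 to 170 ± 69.3 normalized counts (SD, n = 2). Its log2 change was 2.48 (SE 0.43, adjusted p 0.0055). Sema3c (1.78) and Ptchd4 (1.77) followed. The largest falls were those of Trp63 (-2.17, SE 0.33, adjusted p 0.00215), Egr2 (-1.99) and Slc14a1 (-1.75). At 6 h Grhl1 (ENSMUSG00000020656.16, chromosome 12, 24572283 to 24617391) went from 16 ± 2.83 to 1422 ± 214 (SD, n = 2), a log2 change of 6.39 (SE 0.68, adjusted p 3.56e-07). Nr4a3 (5.09) and Nxph3 (4.85) came next. The 6 h falls included those of Gm50321 (-2.31) and Ppp1r3b (-1.64). At 12 h Ptpru (ENSMUSG00000028909.17, chromosome 4, 131768457 to 131838288) stood at 953.5 ± 58.7 against 16.5 ± 2.12 (SD, n = 2), a log2 change of 5.77 (SE 0.93, adjusted p 3.37e-05). Neurl1b (5.66) and Grhl1 (4.82) followed. Dhtkd1 (-2.8), Angptl7 (-2.66) and Tcp11l2 (-2.62) fell most at 12 h. In each of these genes both libraries of the later time lay on the same side of both 0 h libraries, and the highest adjusted p of any of them was 0.039, for Ppp1r3b at 6 h. Each stayed past the threshold under the alternatives. Angptl7, Dhtkd1, Ppp1r3b and Trp63 overlap other annotated genes, and the strand use of the counting was not stated, so these are uncertain. The 2 h fall of Trp63 was not confined to the E2F1 line, with -1.67 in the EV line at 2 h of doxycycline (adjusted p 0.00553).

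The EV line given doxycycline measured what the drug, the vector and further time without serum did in the absence of E2F1. Limma called 824 genes at 2 h, 552 higher and 272 lower. At 6 h it called 15, of which 15 were higher and 0 lower, with 661 genes at an unadjusted p under 0.05. At 12 h it called 467, 84 higher and 383 lower. With only the groups compared in the fit, the counts were 399, 1 and 75. Without a test, 231 genes differed by at least 2-fold in the 12 h means. Leaving out EV 0 h replicate 2 gave 102 such genes and leaving out EV 0 h replicate 1 gave 371, so the choice of 0 h library decides this count. At 6 h the same count was 30, and 97 without EV 0 h replicate 1. The 2 h changes correlated with those of the E2F1 line with a Pearson r of 0.4 across genes, against a mean of -0.01 in simulations of unchanged groups. Of the calls, 86 were shared in direction and 2 were opposite. At 12 h the lines were opposed: r was -0.37 against a simulated mean of 0, with 72 calls shared in direction and 327 opposite.

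Adgrg1 (ENSMUSG00000031785.16, chromosome 8, 94974751 to 95014217) had, among genes past the threshold that met the naming rule, the largest rise in the EV line under doxycycline at 6 and 12 h. It went from 141 ± 56.6 normalized counts at 0 h to 1015 ± 76.4, 3658 ± 351 and 3734 ± 279 (SD, n = 2) at 2, 6 and 12 h. Its log2 changes were 2.9 (SE 0.21, adjusted p 7.84e-07), 4.74 (adjusted p 1.78e-10) and 4.77 (adjusted p 1.59e-10). It rose in the E2F1 line too, by 2.86 at 6 h (adjusted p 4.01e-09), and by 3.58 at 2 h of serum (adjusted p 5.59e-11). The rise in the E2F1 line at 12 h was smaller than in the EV line by -2.2 (adjusted p 9.36e-06). At 2 h Ddx3y (ENSMUSG00000069045.11, chromosome Y, 1260771 to 1286629) rose from 6.5 ± 3.54 to 87 ± 22.6 (SD, n = 2), a log2 change of 3.61 (SE 0.4, adjusted p 7.97e-05). Ddx3y was higher in the E2F1 line than in the EV line at 0 h by 6.28 (adjusted p 4.05e-08). A set of 53 genes was at least 2-fold higher in the E2F1 line at 0, 6 and 12 h than in the EV line at 6 and 12 h of doxycycline. Of these, 52 stood above that later EV level in the EV 2 h doxycycline libraries, which limits what the 2 h comparison of the EV line shows. In the EV 0 h libraries 32 of the 53 stood above it. In the E2F1 line, the 8 of these genes set at least 8-fold higher stood at 2 h a median of 0.362 of the way from their 0 h level to the later EV level, and all 8 were lower than at 0 h. Nes stood at 50 and 52 after 2 h against 19 and 0 at 0 h (adjusted p 0.0171), with adjusted p of up to 0.174 over its alternatives. Trib3 (1.87, adjusted p 0.046) and Chac1 (1.76, adjusted p 0.0142) rose at 6 h, with up to 0.146 and 0.665 over the alternatives. Vldlr (2.03, adjusted p 0.032, up to 0.175) and Gli2 (1.66, adjusted p 0.000132) rose at 12 h. Trp63 (-1.67), Bnc1 (-1.66) and Vip (-1.53) fell most at 2 h, with adjusted p of at most 0.00553. Ccn2 (-2.1, adjusted p 0.00349), Eme1 (-2.02, adjusted p 0.000943) and Ccl17 (-1.93, adjusted p 0.0198) fell most at 12 h. The adjusted p of Eme1 and Ccl17 reached 0.0603 and 0.0743 over the alternatives. Ddx3y, Gli2, Bnc1, Ccn2 and Eme1 overlap other annotated genes and are uncertain to that extent. In every gene of this paragraph named for the EV doxycycline series, both later libraries lay on the same side of both 0 h libraries. Of the fixed set, Cdc6 changed by -1.76 (adjusted p 0.000196, up to 0.0432 over the alternatives), Rrm2 by -1.36 (0.00418, up to 0.0508) and Cdk1 by -1.28 (0.0101, up to 0.0866) at 12 h.

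Serum was the reference stimulus for leaving the resting state. It changed 7952 genes at 2 h (4200 higher and 3752 lower), 7563 at 6 h (4093 and 3470) and 7367 at 12 h (4039 and 3328). At least a 2-fold change was seen in 3150, 2508 and 2150 of these. The split depended on scaling at each time. With each library scaled to the same total it was 2611 higher and 5907 lower at 2 h and 2914 higher and 4772 lower at 6 h. At 12 h it was 3591 higher and 3850 lower. Medians of all genes were shifted by -0.375, -0.214 and -0.081. The 12 h split was 3589 and 3795 under quantile normalization, but 3932 and 3578 with GC content and length trends removed. Inhba (ENSMUSG00000041324.14, chromosome 13, 16011851 to 16031621) rose at 2 h from 700.5 ± 31.8 to 127500 ± 5040 normalized counts (SD, n = 2), a log2 change of 7.51 (SE 0.18, adjusted p 1.09e-15). Tnnt2 was at 2 and 0 at 0 h and at 484 and 384 after 2 h, at least 145-fold higher. It was at least 134-fold higher at 6 h and at least 74.3-fold higher at 12 h. U90926 changed by 6.65 at 6 h and 7.78 at 12 h (adjusted p 2.4e-06 and 4.42e-07), and Actg2 by 5.72 at 12 h (adjusted p 5e-10). Among the falls, Adamts5 went from 12210 ± 2340 to 185 ± 24 (SD, n = 2) at 2 h, a log2 change of -6.03 (SE 0.19, adjusted p 2.32e-14). Mamstr changed by -6.33 at 2 h, and Lvrn went from 398 and 323 to 18 and 0. Agtr2 changed by -7.21 at 6 h and -6.42 at 12 h, and Osr2 (-6.28) and Prokr1 (-5.9) also fell at 6 h. Aldh3a1, with 112 and 128 at 0 h, and Scara5, with 80 and 80, were listed at 0 in both 12 h libraries. All of these had both libraries on the same side of both 0 h libraries and adjusted p of at most 2.4e-06. Inhba and Lvrn overlap other annotated genes.

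Of the fixed set under serum, Myc rose by 1.26 at 2 h (adjusted p 6.09e-07) and Fos by 1.79 (adjusted p 0.00149), while Egr1 changed by -2.04 (adjusted p 2.4e-07). Ccnd1 rose by 1.47 at 6 h (adjusted p 2.76e-05) and 1.72 at 12 h (adjusted p 5.58e-06). Ccne1 rose by 0.96, 1.52 and 3.15 at 2, 6 and 12 h, with adjusted p of 0.000697, 7.14e-06 and 1.33e-09. At 12 h Cdc6 (3.33), Mcm3 (2.68), Ccne2 (2.8), Pcna (2.46) and Rrm2 (3.04) were higher, with adjusted p of at most 2.95e-08. Cdk1 rose by 1.42 (adjusted p 0.000137) and Ccna2 by 1.22 (adjusted p 0.00357), while Ccnb1 was at -0.44 (adjusted p 0.175). Mcm3 at 2 h was at 0.21 (adjusted p 0.269), and its sign changed under quantile normalization and under equal totals.

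What E2F1 added to the effect of doxycycline was tested as the change of the E2F1 line minus that of the EV line. At 2 h 16 genes passed, 6 higher and 10 lower. All 16 also differed between the lines at 0 h in the opposite direction. These comparisons share the 0 h libraries, and 68.7% of all genes had opposite signs in them. Ddx3y was among the 10, so the doubt over the EV 2 h libraries extends to this count, which cannot be read as an effect of E2F1 alone. At 6 h 3866 passed, 2493 higher and 1373 lower, and at 12 h 5665, 3059 higher and 2606 lower. Quantile normalization gave 51 genes at 2 h and turned the 6 h split to 2068 higher and 2583 lower and the 12 h split to 2659 and 3457. Equal totals gave 2101 and 2251 at 6 h. Among differences of at least 2-fold at 6 h, 1013 were higher and 144 lower. The 2 h rises of Ccne1 and Ccne2 did not pass this test, with differences of 0.84 (adjusted p 0.45) and 1.1 (adjusted p 0.318). At 6 h the differences were 4.42 for Ccne1 (adjusted p 8.16e-09), 4.63 for Ccne2 (adjusted p 2.47e-08) and 1.32 for E2f1 (adjusted p 3.38e-06). Ranked in the same way, the largest at 12 h were those of Neurl1b (6.92, SE 1.17, adjusted p 8.47e-05), Dna2 (5.98, SE 0.45, adjusted p 1.28e-08) and Ptpru (5.42, SE 1.32, adjusted p 0.0022). Dna2 went from 208.5 ± 21.9 to 5660 ± 274 normalized counts (SD, n = 2) in the E2F1 line. Ppp1r3b (-2.98, adjusted p 0.0105), Slc16a9 (-2.91, adjusted p 3.83e-05) and Tcp11l2 (-2.9, adjusted p 1.24e-07) were lowest. Slc16a9 and Ppp1r3b overlap other annotated genes. In these genes each E2F1 12 h library lay on the same side of each E2F1 0 h library. Within the E2F1 line alone Neurl1b rose by 5.66 and Ptpru by 5.77 at 12 h, and Dna2 by 4.77 in the authors' deposited values. The differences of Neurl1b and Dna2 thus include a fall in the EV line, and that of Ptpru does not.

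Whether E2F1 alone reached the program set off by serum was addressed at 12 h by the overlap of calls. The comparisons share no library, but line and stimulus differ together. Of 3569 genes higher with E2F1, 2131 were also higher with serum, or 59.7% against 36% of all genes (Fisher's exact test, one-sided for more overlap, p 3.22e-274). Of 3329 lower genes, 1711 were also lower, 51.4% against 29.7% (p 1.24e-224). A further 1033 genes were called in opposite directions. Genes are not independent, so these p-values describe the lists only. Changes correlated across genes with a Pearson r of 0.45 and a Spearman rho of 0.46. The 3842 genes shared in direction became 724 when at least a 2-fold change was required. The difference between the changes passed the threshold for 6359 genes at 2 h (2977 higher with E2F1 and 3382 lower), 6493 at 6 h (3397 and 3096) and 5471 at 12 h (2799 and 2672). With equal totals the 2 h split was 4970 higher and 1966 lower, with the median of all genes shifted by 0.373.

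**Figure D3:**
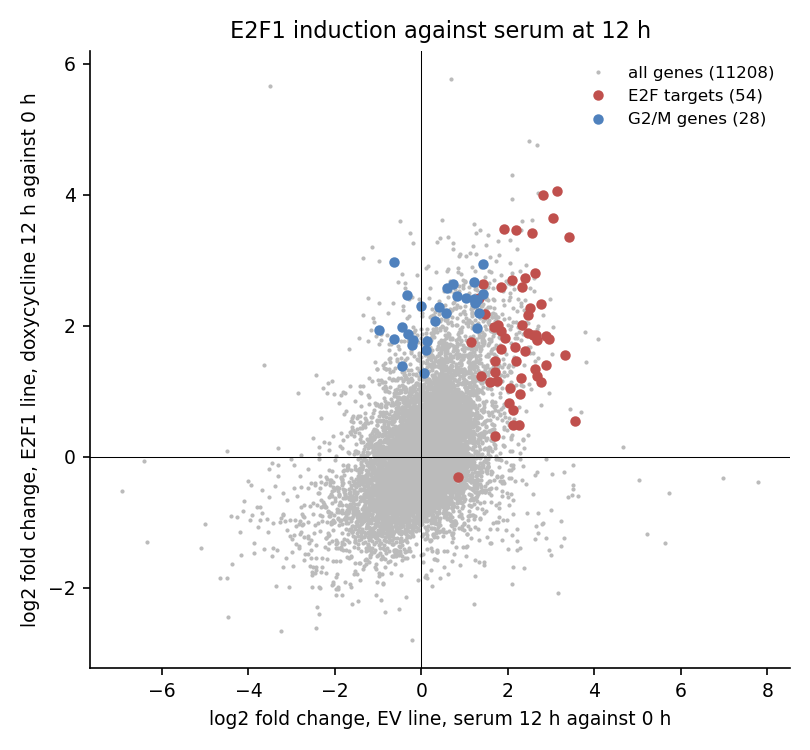
Log2 fold change at 12 h of doxycycline in the E2F1 line against that at 12 h of serum in the EV line for 11208 genes, each point a gene, with 54 E2F targets and 28 G2/M genes in colour. G2/M genes had a median log2 change of 2.24 with E2F1 and 0.37 with serum, and E2F targets 1.81 and 2.27.

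Gene lists written before the data were examined were tested in 96 combinations of 8 lists and 12 comparisons. The preset-correlation test camera called 49, the rotation test fry called 40, and 31 were called by both in the same direction. With an inter-gene correlation estimated from the data 0 were called, with 11 at an unadjusted p under 0.05. The 54 E2F targets had median log2 changes of 0.21, 1.48 and 1.81 at 2, 6 and 12 h in the E2F1 line, with camera adjusted p of 7.43e-06, 2.36e-18 and 6.72e-17. Fry called the 6 and 12 h changes (adjusted p 1.49e-05 and 6.09e-06) and not that at 2 h (0.348). At 6 h 53 members were higher, and 53 adjusted over the list alone. At 2 h 4 were higher, and 6 adjusted over the list alone. In the EV line under doxycycline the medians were 0.09, -0.39 and -0.91. The 12 h fall was called by both tests (camera adjusted p 1.33e-46, fry 0.00135), with 44 members lower, and 52 adjusted over the list alone. It was -0.589 without EV 0 h replicate 2. The 2 h median turned to -0.217 without EV 0 h replicate 1. Between single libraries the 6 h median was -0.29 and -0.45 for equal replicate numbers, and -0.96 and 0.15 for unequal ones. Under serum the medians were -0.08, -0.07 and 2.27. At 12 h all 54 members were higher, and 54 adjusted over the list alone (camera adjusted p 5.35e-20, fry 9.29e-07). The 2 h and 6 h serum medians changed sign without EV 0 h replicate 2, to 0.273 each, and that at 2 h of serum for the E2F targets also without serum 2 h replicate 2, to 0.043. The E2F1 line minus EV line medians were 0.14, 1.84 and 2.78. That at 2 h became -0.157 without EV 0 h replicate 2.

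**Figure D4:**
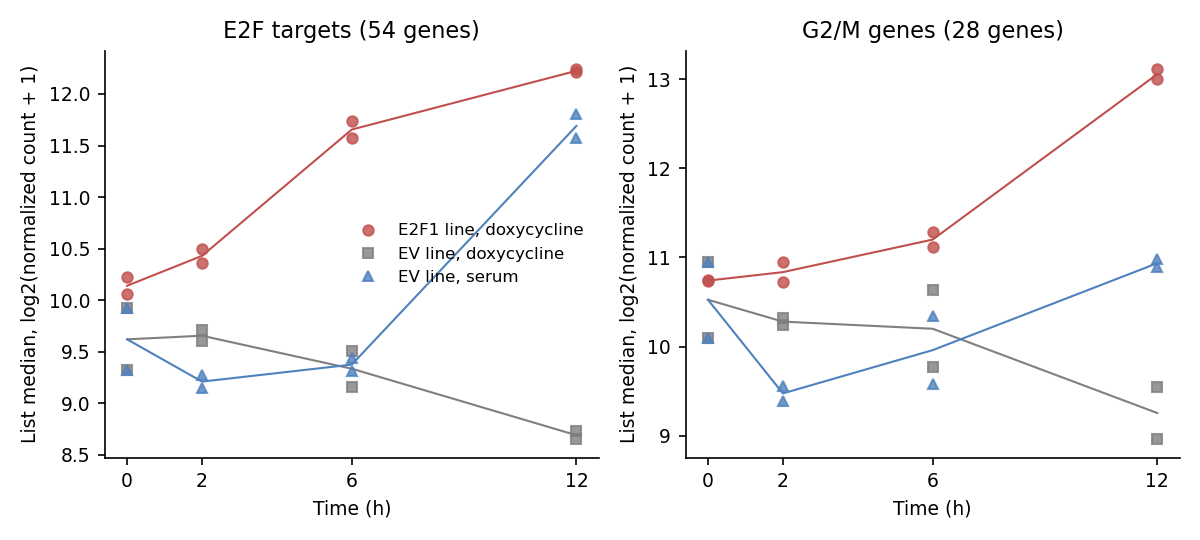
Median log2(normalized count + 1) over the 54 E2F targets and over the 28 G2/M genes in each library against time in hours, with lines through the means of each group. E2F targets rose by a median of 1.48 at 6 h in the E2F1 line and changed by -0.07 at 6 h of serum, and the EV 0 h replicates lie apart in both lists.

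For the 28 G2/M genes, the E2F1 line had medians of 0.09, 0.47 and 2.24, with camera adjusted p of 0.463, 0.0973 and 2.2e-09 (fry 0.000366 at 12 h). At 12 h 28 were higher, and 28 adjusted over the list alone. In the EV line under doxycycline the medians were -0.2, -0.36 and -1.3, the last with 24 members lower and 28 adjusted over the list alone (camera adjusted p 2.63e-26, fry 0.0122), and at -0.82 without EV 0 h replicate 2. Under serum they were -0.83, -0.48 and 0.37. The 12 h value became -0.148 without EV 0 h replicate 1. Between single libraries the 2 h value ran from -1.43 to -0.25 and the 6 h value from -1.3 to 0.39. The differences between the lines were 0.3, 0.96 and 3.51, and the 2 h value became -0.158 without EV 0 h replicate 2. The 33 immediate early and early serum response genes had serum medians of 3.12, 1.18 and 0.43, with fry adjusted p of 2.49e-07, 5.48e-05 and 0.00238. At 2 h of serum 30 were higher and 2 lower, with the same numbers adjusted over the list alone. In the E2F1 line they were at -0.67, -0.18 and -0.75, with fry adjusted p of 0.0148, 0.924 and 0.0149, and at 6 h the sign was decided by single libraries (0.196 without E2F1 6 h replicate 2). Sterol synthesis (20 genes) fell under serum by medians of -0.47, -0.65 and -0.73 (fry adjusted p 0.00439, 0.00146 and 0.000879) and in the EV line at 12 h of doxycycline by -0.63 (fry 0.00441). At 12 h of serum 19 were lower, and 19 adjusted over the list alone. In the E2F1 line its 12 h median was -0.45 (fry 0.0308).

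The 19 ATF4 response genes rose under serum by 1.37 at 2 h and 0.87 at 6 h, with fry adjusted p of 5.51e-05 and 0.001. Their 12 h median of 0.53 was not called by fry (0.0545) or camera (0.207), and it was 0.133 for the ATF4 response at 12 h of serum without EV 0 h replicate 2 and 0.276 without serum 12 h replicate 2. In the EV line under doxycycline they were at 0.5, 0.38 and 0.31, called by camera (adjusted p 3.19e-05, 1.6e-08 and 0.00197) and not by fry (0.0625, 0.129 and 0.295). Over fits without a single library these medians ran from 0.4 to 0.66, 0.25 to 0.41 and 0.2 to 0.31. Members called at 2 h numbered 4, and 10 adjusted over the list alone. Their E2F1 line medians were 0.16, 0.11 and -0.11, with a sign that changed at each time in fits without a single library. Starvation-associated genes (17) fell in the E2F1 line by -0.11, -0.46 and -0.65 (fry adjusted p 0.15, 0.00242 and 0.00012) and under serum by -0.22, -1.17 and -1.07. At 12 h in the E2F1 line 11 were lower and 1 higher, and the same adjusted over the list alone. In the EV line under doxycycline they were at -0.1, -0.02 and 0.16. The 8 E2F1-linked apoptosis genes had E2F1 line medians of 0.12, 0.63 and 0.66. Fry called those at 6 and 12 h (adjusted p 8.27e-07 and 4.43e-07) and camera did not (0.122 and 0.107). At 12 h 6 were higher and 1 lower, and 6 and 2 adjusted over the list alone. The 10 interferon-stimulated genes fell under serum by -1.44, -1.42 and -1.46 (fry adjusted p at most 1.42e-06), with 7, 9 and 9 lower and the same numbers adjusted over the list alone. In the E2F1 line they were at -0.19, -0.5 and -0.47 (fry adjusted p 0.58, 0.0072 and 0.0164). Camera did not call these changes (adjusted p 0.368, 0.0551 and 0.194).

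Before any treatment the lines differed in 1684 genes, 993 higher and 691 lower in the E2F1 line. This fell to 653 with only these groups in the fit, and 208 of the calls were at least 2-fold. The split was 1345 and 524 with equal totals and 843 and 1023 with trends of GC content and length removed. E2F targets were higher at 0 h in the E2F1 line by a median of 0.58, with 28 of 54 called and 38 adjusted over the list alone. The median was 0.33 without EV 0 h replicate 1 and 0.93 without EV 0 h replicate 2. G2/M genes were at 0.31, with 0 called and 2 at an unadjusted p under 0.05, and at -0.15 without EV 0 h replicate 1. E2f1 itself was level (0.02, adjusted p 0.925), while Cdc6 was higher by 1.02 (adjusted p 0.00383) and Ccne1 by 0.77 (adjusted p 0.0252, up to 0.0919 over the alternatives).

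The authors' deposited tables of changed genes list 10, 264 and 510 genes for the E2F1 line at 2, 6 and 12 h. The authors' deposited tables list 37, 2 and 4 genes for the EV line under doxycycline and 1268, 795 and 726 for serum. Of the genes in the authors' deposited tables, 5, 192 and 322 for the E2F1 line had values in the table of normalized counts. The limma fit called 3, 192 and 322 of these genes of the authors' deposited tables in the same direction. For serum 785, 473 and 413 genes of the authors' deposited tables had values, and 785, 472 and 413 were called in the same direction. For the EV line under doxycycline 22, 2 and 3 genes of the authors' deposited tables had values, of which 17, 1 and 3 were called in the same direction.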

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

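The tests of explanations in this part were chosen after the results had been seen. The comparisons, the gene lists and quantile normalization had been set before.

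The doxycycline changes of the lines differed by an interaction test at 6 and 12 h, for 3866 and 5665 genes. Lists past the threshold by camera are given first. At 12 h the median differences were 2.78 for E2F targets, 3.51 for G2/M genes and -0.75 for starvation-associated genes, and at 6 h they were 1.84, 0.96 and -0.3. Interferon-stimulated genes differed by -0.65 at 6 h. Of these list differences fry did not call that of G2/M genes at 6 h (adjusted p 0.211). Fry called further differences that camera did not. These were -0.72 for interferon-stimulated genes at 12 h (fry adjusted p 0.00441, camera 0.0576), and 0.54 and 0.53 for E2F1-linked apoptosis genes at 6 and 12 h (fry 1.12e-05 and 6.09e-06, camera 0.116 and 0.143). Single genes that differed at 12 h were Neurl1b (6.92), Dna2 (5.98), Rrm2 (5.01), Ccne1 (4.93), Ptpru (5.42), Ccne2 (4.65), Ccna2 (4.17), Cdk1 (3.76), Cdc6 (3.32), Ccnb1 (3.21), Pcna (2.79), Mcm3 (2.27), E2f1 (0.88), Myc (-0.62), Tcp11l2 (-2.9), Slc16a9 (-2.91) and Ppp1r3b (-2.98).

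The tables argue against several technical explanations of these differences as the whole cause. Under quantile normalization and equal totals at least 87.6% of the 6 and 12 h calls stayed past the threshold in direction, and with GC content and length trends removed at least 91.8% did. Calls did not gather among low genes, since 59.2% of the 25% of genes with the highest means were called at 12 h and 35% of those with the lowest means. If levels that differed only before doxycycline were the source, the lines would be level afterwards, but at least 92.4% of the calls also differed in level between the lines at 6 or 12 h, in the same direction. A change in the EV line alone is argued against by the 94.6% or more of calls also made within the E2F1 line. These last shares use the same libraries as the calls and so are not independent of them. An exchange of an E2F1 line library at 6 or 12 h with another library without serum is argued against by the E2F target median. There was a gap of 1.07 in log2 between the lowest of the former and the highest of the latter. That gap cannot show an exchange between 6 and 12 h of the E2F1 line, among the other libraries or with a serum library. Induction of E2F1 is the biological difference that the design names, and it remains a candidate explanation as a hypothesis. The design has a single E2F1 line and a single EV line, so a property of the line that acts only under doxycycline was not tested.

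More genes rose than fell among the 6 h differences. For all calls this lean may come from the authors' scaling, since 44.5% were higher under quantile normalization against 64.5% as deposited. For differences of at least 2-fold it stayed, with at least 76% higher under quantile normalization and equal totals and 75.6% with GC content and length trends removed.

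At 2 h 16 genes differed between the lines, and 16 of them had differed at 0 h in the opposite direction. Lists past the threshold by camera had median differences of 0.14 for E2F targets, 0.3 for G2/M genes, -0.45 for immediate early and early serum response genes, 0.2 for sterol synthesis and -0.34 for ATF4 response genes. Of these 5 lists, 0 were past the threshold by fry and 0 had an unadjusted fry p under 0.05, so these calls may rest on the preset correlation of the set test. The signs of the E2F target and G2/M differences also changed without EV 0 h replicate 2, to -0.157 and -0.158. The ATF4 response difference kept its sign and ran from -0.55 to -0.09 over the fits that left out a library.

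The changes with E2F1 and with serum differed for 6359, 6493 and 5471 genes at 2, 6 and 12 h. Scaling as the whole cause is argued against by the 76.8% or more of these calls that stayed in direction under the other scalings. The line and the stimulus cannot be told apart, since serum was analysed only in the EV line and 1684 genes differed between the lines before treatment.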

How the results depend on the processing

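The planned count tests edgeR and DESeq2 were not run, because the values are rounded normalized counts and whole reads could not be recovered in every library. The alternative without a filter was void, as the filter removed no gene. Equal totals, a mean of at least 500, removal of GC content and length trends and a block within each line were chosen after seeing the data. The GC and length setting was not run for the lists, nor was the mean of at least 500. Apart from the 2-fold requirement, the overlap at 12 h and the counts of calls not named here stayed within 1.5 times their values under the settings run.

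Requiring at least a 2-fold change lowered the counts by construction. For E2F1 against 0 h they became 42, 1115 and 1802 at 2, 6 and 12 h, for the EV line under doxycycline 101, 6 and 170, and for serum 3150, 2508 and 2150. The differences between the lines became 1157 at 6 h and 2119 at 12 h, those between E2F1 and serum 2846, 2867 and 2026, the lines at 0 h 208 and the 12 h overlap 724.

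With only the groups compared, the counts became 599 for E2F1 at 2 h, 399, 1 and 75 for the EV line under doxycycline, 45 for the 2 h difference between the lines (12 higher and 33 lower) and 653 for the lines at 0 h. Fewer libraries estimate the spread there. The counts for E2F1 and for the difference between the lines at 2 h rose and the others fell, and the cause was not tested. Quantile normalization gave 330 for E2F1 at 2 h and 51 for the 2 h difference between the lines. A mean of at least 500 left 5 of these genes (4 higher and 1 lower), with fewer genes tested. For the counts under quantile normalization the cause was not tested.

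The replicate number as a block gave 33 genes for the 2 h difference between the lines against 16 without it, and moved no other count by over 1.5 times. Of 55 pairs of groups, 18 had a correlation of same-numbered deviations over 0.1 and 6 had one under -0.1 (range -0.28 to 0.45), so the numbers were not taken as pairs. Within the EV line 8 of 21 pairs were over 0.1 and 1 was under -0.1, with the highest, 0.45, between 0 h and 6 h of doxycycline. Within the E2F1 line 3 of 6 were over 0.1 and 3 were under -0.1. A block within each line gave 45 genes for the 2 h difference between the lines, and 2 gene results became weaker under it. Paired by number, the G2/M medians of EV doxycycline at 6 h were -0.36 and -0.34, and with numbers crossed -1.3 and 0.53, so their dependence on a single library holds only if the numbers carry no pairing.

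Other scalings and the removal of GC content and length trends moved the split of higher and lower calls by over 10 points in these cases, for which the main values are given in brackets. Quantile normalization gave 2657 and 3820 for E2F1 at 6 h (3230 and 2569), and 2068 and 2583 at 6 h (2493 and 1373) and 2659 and 3457 at 12 h (3059 and 2606) for the difference between the lines. Equal totals gave 2683 and 3781 for E2F1 at 6 h, 2611 and 5907 for serum at 2 h (4200 and 3752) and 2914 and 4772 at 6 h (4093 and 3470). They gave 5 and 15 at 2 h (6 and 10) and 2101 and 2251 at 6 h for the difference between the lines, 4970 and 1966 for E2F1 minus serum at 2 h (2977 and 3382) and 1345 and 524 for the lines at 0 h (993 and 691). With GC and length trends removed, the splits were 2808 and 3600 for E2F1 at 6 h, 528 and 405 for the EV line at 2 h of doxycycline (552 and 272), 2192 and 2372 for the 6 h difference between the lines and 843 and 1023 for the lines at 0 h. Medians of all genes moved by more than 0.1 under equal totals for serum (-0.375 at 2 h, -0.214 at 6 h), E2F1 at 6 h (-0.116), the 6 h difference between the lines (-0.109) and E2F1 minus serum at 2 h (0.373). They did so under quantile normalization for E2F1 at 6 h (-0.105) and the differences between the lines at 6 h (-0.105) and 12 h (-0.115), and with GC and length trends removed for the latter at 12 h (-0.111).

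Under fry the E2F target medians of 0.212 (E2F1 at 2 h), -0.393 (EV doxycycline at 6 h) and 0.144 (the 2 h difference) were not past the threshold, with adjusted p of 0.348, 0.115 and 0.618. The sign of some medians changed, and the cause was not tested. Quantile normalization gave 0.013 for E2F targets and 0.035 for apoptosis genes at 2 h of serum, -0.083 for ATF4 response genes with E2F1 at 6 h, and, for the difference between the lines, -0.123 for early serum response genes at 6 h and -0.026 for sterol synthesis at 12 h. Equal totals gave -0.008 for the ATF4 response with E2F1 at 6 h, and -0.014 for apoptosis genes at 2 h and -0.056 for early serum response genes at 6 h in the difference between the lines.

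Single genes changed sign where their changes were not past the threshold, and the cause was not tested. Quantile normalization gave -0.17 for Myc with E2F1 at 6 h, 0.353 for Cdc6 and -0.014 for Mcm3 at 2 h of serum, 0.312 for Fos at 6 h of serum and -0.012 for Ccnd1 in the 12 h difference between the lines. It also gave -0.017 for E2f1 and -0.043 for Ccnd1 between the lines at 0 h. Equal totals gave -0.092 for Myc and -0.164 for Mcm3 in these comparisons. With GC and length trends removed, Myc was at -0.025, and Cdk1 and Ccnd1 between the lines at 0 h at -0.03 and -0.056. Among other list and gene results, 62 were weaker and 37 stronger.

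No tests are given for fits that each left out a single library. In these fits every gene called in the main comparisons kept its sign, except 1 gene at 6 h of serum. Counts of 2-fold differences in means ran from 94 to 149 for E2F1 at 2 h, from 40 to 97 for the EV line at 6 h of doxycycline and from 102 to 371 at 12 h, the extremes set by 0 h replicates. For E2f1 the difference between the lines ran from 0.156 to 0.349 at 2 h and from 0.735 to 1.016 at 12 h.

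E2F target medians ran from 1.34 to 1.582 at 6 h and 1.697 to 1.868 at 12 h with E2F1, from -0.217 to 0.435 at 2 h and -1.297 to -0.589 at 12 h in the EV line with doxycycline, and from -0.414 to 0.273, -0.412 to 0.273 and 1.938 to 2.565 at 2, 6 and 12 h of serum. In the difference between the lines they ran from -0.157 to 0.451, 1.568 to 2.121 and 2.403 to 3.084. Most of these extremes leave out an EV 0 h replicate.

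Other lists whose sign depended on a single library were as follows. G2/M medians ran from -0.04 to 0.227 for E2F1 at 2 h, -0.635 to 0.197 and -0.856 to 0.095 for the EV line at 2 and 6 h of doxycycline, -0.148 to 0.897 at 12 h of serum and -0.158 to 0.762 for the 2 h difference. ATF4 response medians with E2F1 ran from -0.035 to 0.335, -0.012 to 0.276 and -0.075 to 0.012 at 2, 6 and 12 h. Early serum response medians ran from -0.458 to 0.196 for E2F1, -0.401 to 0.059 for EV doxycycline and -0.19 to 0.323 for the difference, all at 6 h. Apoptosis medians ran from -0.034 to 0.041 and -0.168 to 0.03 for EV doxycycline at 6 and 12 h, -0.071 to 0.113 and -0.231 to 0.047 at 2 and 6 h of serum and -0.058 to 0.124 for the 2 h difference. Interferon-stimulated medians ran from -0.309 to 0.043 for E2F1, -0.02 to 0.137 for EV doxycycline and -0.393 to 0.06 for the difference at 2 h, and -0.087 to 0.209 for EV doxycycline at 6 h. Starvation-associated medians ran from -0.173 to 0.001 and -0.063 to 0.105 for EV doxycycline at 2 and 6 h and -0.159 to 0.043 for the 2 h difference, and sterol synthesis medians from -0.038 to 0.172 for E2F1 at 2 h.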

Other observations

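The tests of explanations in this part were chosen after the results had been seen, as were the genes Tmem176b, Smoc2 and Rn7sk. The comparisons, the gene lists, the fixed set of genes and the naming rule had been set before.

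In the EV line E2F targets and G2/M genes were lower after 12 h of doxycycline, by medians of -0.91 and -1.3. The EV 0 h replicates differed in these lists, but a high EV 0 h library as the whole cause is argued against by an E2F target change of -0.589 in the fit nearest 0 among those that left out a library, that without EV 0 h replicate 2. G2/M genes were at -0.82 in the same fit, and at -1.73 without EV 0 h replicate 1. Scaling is argued against by -0.895 in the scaling nearest 0. Longer starvation in place of doxycycline cannot be told apart from the drug, since no starved library without doxycycline was analysed here at 12 h. The change of -0.393 at 6 h, which fry did not call, would go with either. Between single libraries it ran from -0.96 to 0.15.

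E2F targets were higher in the E2F1 line at 0 h by a median of 0.58. A low EV 0 h library as the whole cause is argued against by the 0.326 that was left in the fit with the smallest difference. More cycling cells in the E2F1 line, or leak of the construct, may be the reason. E2F targets exceeded G2/M genes by at least 0.196 over the fits that left out a library. Cells that had only begun to leave the resting state would give the same, so this stays open.

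Ddx3y, Tmem176b and Smoc2, all higher in the E2F1 line at 0 h (by 6.28, 5.96 and 3.68), rose at 2 h of doxycycline in the EV line by 3.61, 1.64 and 2.71 and at 2 h of serum by 4.41, 1.58 and 3.1. Of 53 genes with all E2F1 line libraries at 0, 6 and 12 h at least 2-fold above all EV doxycycline libraries at 6 and 12 h, 52 stood above that EV level in the EV 2 h doxycycline libraries. The median fraction of the way to the E2F1 line was 0.166, with a range from -0.088 to 0.812, against 0.021 at EV 0 h, 0.12 at 2 h and -0.004 at 6 h of serum. E2F1-line material in the EV 2 h libraries may give such a pattern, but the spread of fractions is wide and shared changes at 2 h could widen it, so the explanation stays open. At 3-fold, 4-fold and 8-fold thresholds the median fraction was 0.182, 0.161 and 0.135 for 20, 12 and 8 genes. The adjusted p for the 2 h rise of Tmem176b in the EV line was 0.0129, up to 0.0922 over the alternatives. Tmem176b, Smoc2 and Ddx3y overlap other annotated genes.

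EV-line material in the E2F1 2 h libraries could give changes the other way, and the gene sets do not point alike. The 16 genes at least 2-fold higher in the EV line had a median fraction of 0.008, of which 8 moved towards the EV level, which argues against it. The 53 genes higher in the E2F1 line stood at 0.432 of the way to the EV line at 2 h. Later E2F1 libraries enter that reference, and with E2F1 0 h alone as the reference the median was 0.076. For the 8 genes at least 8-fold higher it was 0.362 at 2 h, with 8 moved, against 0.154 at 6 h. This explanation was first judged as excluded from the 16 genes alone, and was set back to open when the other genes were examined. Since the sets differ, it cannot be told apart from a change of these genes in the cells.

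A separate culture or handling of the 2 h libraries might also give changes shared by the lines, which correlated at 0.4, but so would a common response to doxycycline. The labels give no batch, so these cannot be told apart.

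Rn7sk, a small nuclear RNA, was 36.7-fold higher in the group means at 2 h than at 0 h in the E2F1 line (log2 change 5.16, adjusted p 0.0571). Over the alternatives the adjusted p ran from 1.02e-07 to 0.0571. The libraries compared agreed closely, at 26 and 33 against 1145 and 1020. Replicates of serum 2 h differed by 50.1-fold, so variation between libraries may be large enough for the rise. Replicates also lay apart at EV 0 h (44 and 628), 12 h of serum (41 and 299) and EV 12 h of doxycycline (96 and 397). These spreads all come from the EV line. In the E2F1 line the widest pair was 20 and 65, at 6 h. With 2 libraries per group this explanation stays open. No biological explanation was tested.

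E2f1 did not change at 2 h in the E2F1 line (log2 -0.02) while Ccne1 and Ccne2 rose by 1.33 and 1.42. RNA of the construct that is not counted under the mouse gene is a possible explanation. Little induction by 2 h, with rises that came from elsewhere, remains open too, because the construct sequence was not analysed here and the 2 h rises of Ccne1 and Ccne2 did not differ from the EV line past the threshold.

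The rise of Adgrg1 under doxycycline had its largest size in the EV line. An insertion of the vector near the gene in that line as the whole cause is argued against by the rise of 2.86 at 6 h in the E2F1 line. Doxycycline as the only trigger is argued against by the rise of 3.58 at 2 h of serum. Which shared step raised it was not tested.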
